# Human proteins that interact with RNA/DNA hybrids

**DOI:** 10.1101/gr.237362.118

**Published:** 2018-09

**Authors:** Isabel X. Wang, Christopher Grunseich, Jennifer Fox, Joshua Burdick, Zhengwei Zhu, Niema Ravazian, Markus Hafner, Vivian G. Cheung

## Abstract

RNA/DNA hybrids form when RNA hybridizes with its template DNA generating a three-stranded structure known as the R-loop. Knowledge of how they form and resolve, as well as their functional roles, is limited. Here, by pull-down assays followed by mass spectrometry, we identified 803 proteins that bind to RNA/DNA hybrids. Because these proteins were identified using in vitro assays, we confirmed that they bind to R-loops in vivo. They include proteins that are involved in a variety of functions, including most steps of RNA processing. The proteins are enriched for K homology (KH) and helicase domains. Among them, more than 300 proteins preferred binding to hybrids than double-stranded DNA. These proteins serve as starting points for mechanistic studies to elucidate what RNA/DNA hybrids regulate and how they are regulated.

RNA/DNA hybrids are abundant in human cells. They form during transcription when nascent RNA is in close proximity to its DNA template. The resulting RNA/DNA hybrids and the displaced single-stranded (ss) DNA are called R-loops. RNA/DNA hybrids are structurally different and more stable than the corresponding double-stranded DNAs (Bhattacharyya et al. 1990; Roberts and Crothers 1992).

RNA/DNA hybrids are found in origins of replication (Baker and Kornberg 1988; Xu and Clayton 1996), immunoglobulin class-switch regions (Yu et al. 2003), and transcription complexes (Hanna and Meares 1983; Nudler et al. 1997; Skourti-Stathaki et al. 2011). R-loops were mostly viewed as deleterious because they can lead to DNA damage. The unpaired DNA strand is vulnerable to damage (Huertas and Aguilera 2003; Li and Manley 2005; Mischo et al. 2011; Wahba et al. 2011), and improper processing of R-loops such as those mediated by transcription-coupled excision repair also results in DNA damage (Sollier et al. 2014). Increasingly, studies have shown that R-loops have regulatory roles. They are found abundantly in human gene promoters and terminators where RNA processing takes place (Ginno et al. 2012; Chen et al. 2017). Given these opposite impacts of R-loops, their formation and resolution must be regulated tightly. Genome-wide methods have mapped and quantified R-loops in yeast to human cells (Chan et al. 2014; El Hage et al. 2014; Wahba et al. 2016; Chen et al. 2017). With these methods, studies have shown that too many and too few R-loops lead to pathologic consequences. In immunodeficiencies such as Wiskott–Aldrich syndrome (Sarkar et al. 2017), and neurodegenerative diseases such as Friedreich ataxia (Groh et al. 2014), patients have more R-loops, whereas cells from ALS4 patients with the senataxin mutation have fewer R-loops (Grunseich et al. 2018).

Because the number and location of hybrids are critical to maintaining cellular function, most likely there are regulatory proteins that distinguish RNA/DNA hybrids from their double-stranded (ds) DNA counterparts. The structures of RNA/DNA hybrids with different sequences have been studied alone (Benevides et al. 1986; Fedoroff et al. 1993) and in complex with different proteins (Rychlik et al. 2010; Figiel and Nowotny 2014; Nishimasu et al. 2014; Bernecky et al. 2016). The results show that RNA/DNA hybrids do not adopt the traditional B-conformation of DNA or A-conformation of RNA but occur as mixtures or heteromerous duplexes (Fedoroff et al. 1993). It is well known that regulatory proteins recognize their targets by nucleic acid sequences and/or structures. Transcription factors often identify their targets based on sequences. In contrast, there are proteins that recognize their targets by structures and not just by sequences. Some proteins can target specifically different components (the RNA or hybrid) of the R-loops. For example, the conformation of R-loop is critical for the cleavage of the two DNA strands by Cas9 (Jiang et al. 2016). Ribonuclease H1 (also known as RNase H1) cleaves the RNA of RNA/DNA hybrids (Fedoroff et al. 1993; Cerritelli and Crouch 1995), whereas activation-induced cytidine deaminase (AID) favors binding to RNA/DNA hybrids (Abdouni et al. 2018). Recently, we showed that DNA methyltransferase 1 (DNMT1) binds more avidly to dsDNA than to the corresponding RNA/DNA hybrids; thus, the formation of the hybrid promotes transcription by preventing methylation-induced silencing (Grunseich et al. 2018). Presumably, there are other proteins like DNMT1 whose regulatory roles can be influenced by RNA/DNA hybrids.

The roles of RNA/DNA hybrids are beginning to be recognized, but much remains unknown. It is not clear what regulates the formation and resolution of RNA/DNA hybrids. It is also not known how hybrids affect processing of RNA and what transcriptional steps they regulate. Naturally occurring mutations and yeast mutant collections have facilitated much of the mechanistic studies of R-loops. But the mutant screens alone have yet to yield a comprehensive view of R-loops. High-throughput methods to identify proteins that interact with nucleic acids have provided valuable information on gene regulation (Hafner et al. 2010; Zhao et al. 2010; Baltz et al. 2012; Panda et al. 2014). A comprehensive list of proteins that interact with R-loops will facilitate studies on formation and processing of R-loops as well as their regulatory roles. Here, we report pull-down assays followed by mass spectrometry and in vivo confirmation studies that identified more than 800 proteins that bind to the RNA/DNA hybrids of R-loops in human cells.

## Results

To identify proteins that bind to RNA/DNA hybrids, we made hybrids corresponding to two R-loops identified previously by S9.6 DRIP-seq (Grunseich et al. 2018): One is in the 5′ end of the *BAMBI* gene, and the second is in the 3′ end of the *DPP9* gene. We synthesized 600-mer and 90-mer RNA/DNA hybrids that correspond to sequences underlying R-loops in *BAMBI* and *DPP9*, respectively. Figure 1A shows the locations of the R-loops in *BAMBI* and *DPP9*. The *BAMBI* and *DPP9* regions are GC-rich, with GC content of 76% and 62%, respectively, consistent with findings that regions with G-rich RNA and complementary C-rich DNA are prone to hybrid formation (Roy and Lieber 2009; Skourti-Stathaki et al. 2011; Ginno et al. 2012). The R-loop in the *BAMBI* promoter was extensively characterized previously (Grunseich et al. 2018). We validated the R-loop in the 3′ UTR of *DPP9* by S9.6 precipitation in this study (Fig. 1B). To check the integrity of the two RNA/DNA hybrids, we confirmed their sensitivity to RNase H1 (Cerritelli and Crouch 1995, 2009) and resistance to ribonuclease T1 (rntA, also known as RNase T1) (Fig. 1C; Zuo and Deutscher 2002).

**Figure 1.**
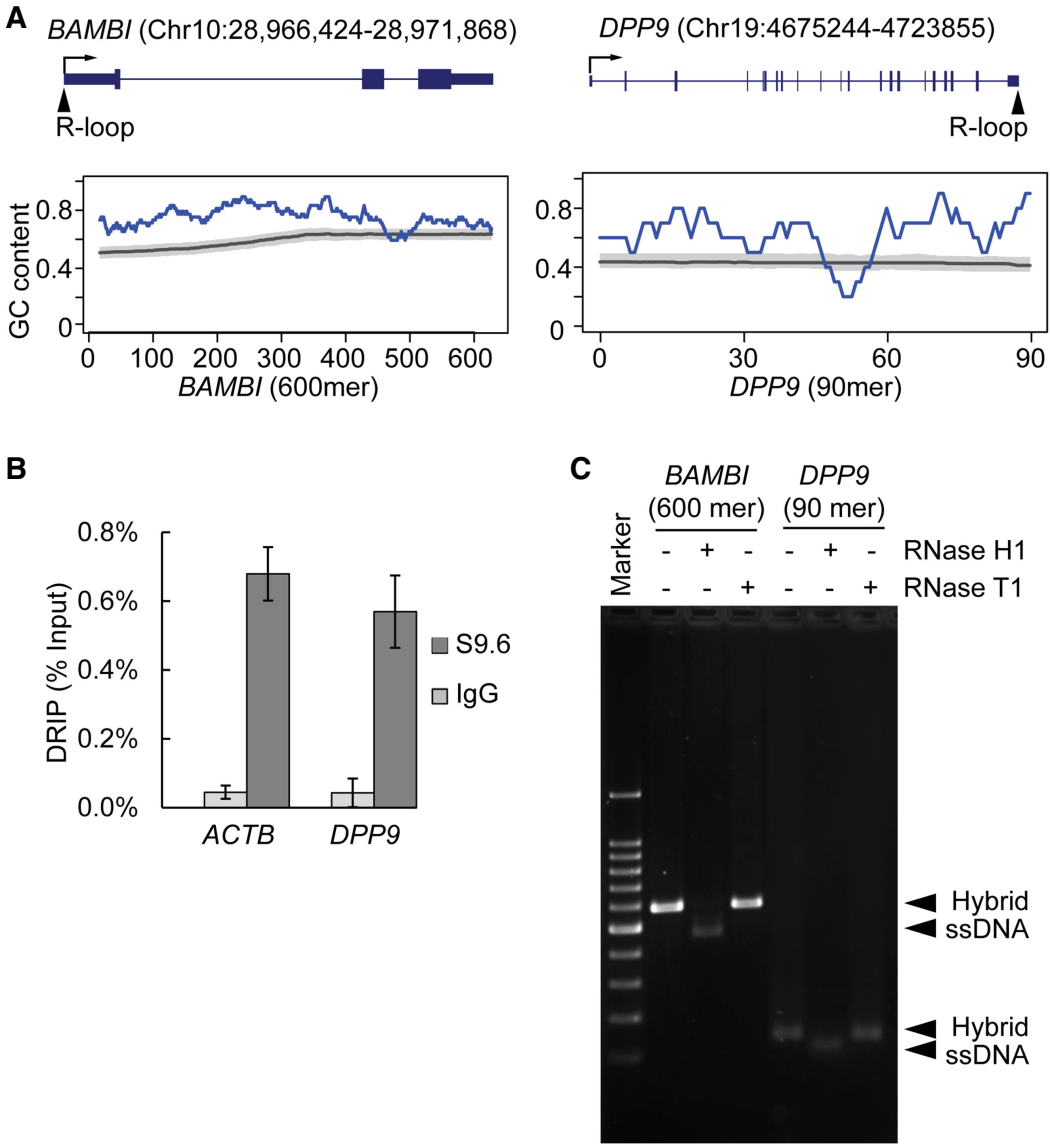
R-loops at GC-rich regions in the *BAMBI* promoter and *DPP9* 3′ UTR. (*A*) Location and GC content of sequences underlying R-loops in *BAMBI* and *DPP9*. (*Top*) R-loop location is marked on gene models of *BAMBI* and *DPP9*. Boxes represent exons, and lines represent introns. Arrows show transcription start site and direction of transcription. (*Bottom*) GC content of the 600-mer and 90-mer sequences corresponding to RNA sequence in the R-loops (blue line). GC content is calculated as (G + C)/(G + C + A + U) in the 50-nt sliding window for 600-mer or 10-nt sliding window for 90-mer. Genome background of GC content is calculated from corresponding regions of 14,587 RefSeq genes that are at least 2 kb long and 1 kb away from neighboring genes. The gray line represents median GC content, and the shade represents ±10%. (*B*) The S9.6 antibody specifically pulled down R-loops at the 3′ UTR of *DPP9*. DRIP was carried out using an S9.6 antibody or nonspecific IgG. Precipitated DNA was amplified using primers specific for *DPP9* 3′ UTR. Primers specific for a previously reported R-loop region at the 3′ UTR of *ACTB* were used as positive control. (Error bars) SEM of triplicates. (*C*) Integrity of the RNA/DNA hybrid was confirmed using RNase H1 and RNase T1. As expected, RNase H1 specifically digested RNA in the hybrids, leaving ssDNA as a product. RNase T1, which is specific for ssRNA, did not cleave the hybrids.

To find proteins that bind to these hybrids, we added biotinylated forms of the *BAMBI* and *DPP9* hybrids to human B-cell extracts and carried out pull-down assays (Fig. 2A). Liquid chromatography followed by tandem mass spectrometry (LC-MS/MS) were performed to identify the proteins bound to the two hybrids. We used stringent inclusion criteria (Methods); each protein must be represented by four or more peptides with unique sequences. Despite these criteria, we identified a large number of proteins in the pull-down assays, namely, 1460 proteins with the *BAMBI* hybrid and 1018 proteins with the *DPP9* hybrid, in which 803 proteins were identified by both (Supplemental Table S1). Among the proteins identified in our *BAMBI* and *DPP9* pull-down assays are RNase H1 (RNASEH1) and XRN2, which are known to bind to and modify RNA/DNA hybrids (Table 1), confirming that our approach identifies enzymes that process RNA/DNA hybrids (Stein and Hausen 1969; Keller and Crouch 1972; Skourti-Stathaki et al. 2011). Most of the identified proteins have not been reported to associate with hybrids. We validated the interaction between proteins and hybrids by Western blot (Fig. 2B). To ensure that the proteins are binding to hybrids and not to single-stranded RNAs, we showed that digestion by RNase H1 abolished the interactions, whereas RNase T1 did not interfere with the protein-hybrid interactions.

**Figure 2.**
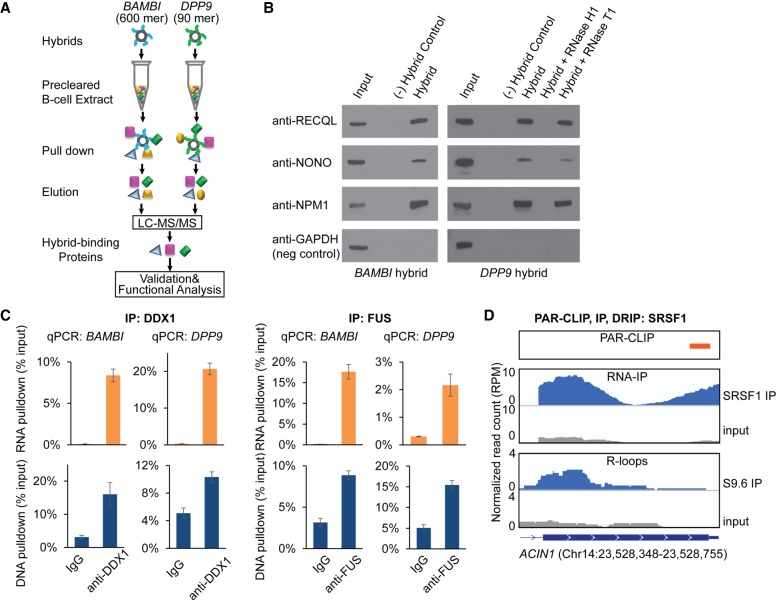
Identification of proteins that bind specifically to RNA/DNA hybrids. (*A*) Schematic of the experimental procedure. Biotinylated hybrids were conjugated to streptavidin beads and incubated with B-cell extracts. The proteins pulled down by hybrids were identified through proteomic analysis (LC-MS/MS). Only proteins that were bound by both hybrids were retained for further analysis. (*B*) Hybrid-binding proteins identified by proteomic analysis were validated by Western blot. B-cell extract (input) was incubated with no hybrid as a negative control, *BAMBI* or *DPP9* hybrid, *DPP9* hybrid pretreated with RNase H1 or RNase T1, respectively. Proteins were pulled down by biotinylated hybrids and analyzed by Western blot. Interactions with the pulled down proteins were eliminated by RNase H1 digestion but were not affected by RNase T1 digestion. (*C*) Validation of protein-hybrid interaction by reverse pull down. DDX1 and FUS and their associated hybrids were pulled down by anti-DDX1 and anti-FUS antibodies, respectively. RNA and DNA were purified from precipitates and quantified by qPCR using primers annealing to *DPP9* or *BAMBI* hybrids. Input amount was normalized against copy numbers of DNA and transcripts. (Error bars) SEM of triplicates. (*D*) Colocalization of SRSF1 binding with R-loops. SRSF1 binding to the *ACIN1* transcript was identified by PAR-CLIP and RNA-IP using an anti-SRSF1 antibody, and R-loops were identified by S9.6 DRIP. IGV viewer screenshots of data showing sequence reads from PAR-CLIP, RNA-IP, and DRIP-seq.

**Table 1.**
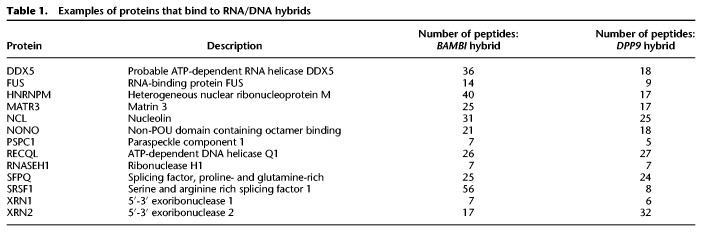
Examples of proteins that bind to RNA/DNA hybrids

Many of the hybrid-binding proteins interact with R-loops in human cells. To ensure that the hybrid-interacting proteins we identified reflect in vivo interactions, we carried out three independent analyses. First, we looked for overlap between our proteins and those determined by Gromak and colleagues to bind to R-loops immunoprecipitated from HeLa cells with the S9.6 antibody (Cristini et al. 2018). Although their study was performed using HeLa cells and our study was carried out with human B-cell extracts, 197 of the proteins identified in their study were also found in our study (Supplemental Table S1). This provides evidence that the hybrid-binding proteins we identified interact with R-loops in vivo. Second, we validated the hybrid-protein interaction by reverse immunoprecipitation. Using antibodies specific for DDX1 and FUS, we pulled down the protein-nucleic acid complexes, then by quantitative PCR, we showed enrichment of DNA and RNA corresponding to the *BAMBI* and *DPP9* hybrids (Fig. 2C). Thus, the results validate that DDX and FUS bind in vivo to *BAMBI* and *DPP9* hybrids. Third, we assessed globally the binding of SRSF1, one of the hybrid-binding proteins, to R-loops in vivo. SRSF1 is a member of the serine/arginine-rich splicing factors that binds to exon-splicing enhancers (Pandit et al. 2013). 

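SRSF1 was immunoprecipitated from 20000000 immortalized B-cells, which are B lymphocytes kept dividing in culture, with 5 µg of anti-SRSF1 antibody. The RNA that came down with the protein was sequenced beside input RNA. The data were 1 anti-SRSF1 library and 1 input library without replicates, so the spread between experiments is not known and no p-value across genes was computed. Reads were aligned to hg19, and the authors called sites where the immunoprecipitate was enriched over input. The depth of these libraries is not given in the sources used here. The deposited list held 83113 sites, each a single position with a fold over input and a p-value, both of which are the authors' own values. Of these sites, 81545 lay in 7681 RefSeq transcripts of 7189 genes, and 1568 were intergenic. A transcript had a median of 8 sites and at most 132. The folds started at 2.00, with a median of 12.1 and quartiles of 6.98 and 21.8. The highest p-value in the list was 0.0470, and 94.8% of the sites had a p-value of 0.01 or less.

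The sites were mostly in the exons of genes. Of 79620 sites in genes of the GENCODE annotation, 98.3% lay in exons (exact 95% binomial interval 98.2% to 98.4%, here and elsewhere for counting error only). Exons made up 10.3% of the length of the 7152 genes with a site. Gene length is not a background for these sites, which were called in RNA and mostly at positions of transcripts. The exonic share therefore does not show that SRSF1 prefers exons. Coding sequence held 77.6% of the sites, 3′ UTRs 14.3%, 5′ UTRs 3.51% and introns 1.47%. The median fold was 14.3 in 5′ UTRs (95% interval 13.7 to 14.9), 12.0 in coding sequence (12.0 to 12.1) and 11.3 in 3′ UTRs (11.2 to 11.5).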

We identified transcripts bound by SRSF1 using two independent methods: PAR-CLIP and RNA-IP. Then we characterized R-loop regions in human cells using DRIP-seq with the S9.6 antibody. 

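R-loops were captured from the DNA of 5000000 B-cells with 3 µg of S9.6, an antibody that binds RNA/DNA hybrids, after sonication to an average of 500 bp. Data came from 1 DRIP library and 1 input library, again without replicates. The paper gives an average of 40000000 100-nt reads per sample. The deposited peak list carries no reads, so the depth behind a single peak is unknown. The authors trimmed the reads, dropped those under 35 nt, aligned the rest to hg19 with GSNAP at a mapping score setting of 20, compressed reads of identical sequence into 1 and called peaks over input with MACS2. The deposited list held 2488 peaks that covered 277301 bp. The peaks were 67 to 750 bp long, with a median of 85 bp. Their fold over input, the authors' value, was at least 2.36, with a median of 7.90 and quartiles of 6.15 and 11.2. The −log10 q ran from 1.41 to 139.5, with a median of 9.52. The start and end of each peak were used as hg19 coordinates. Of 779 peaks whose gene was in the annotation, 751 (96.4%) lay inside the gene that the list names for them. Positions relative to genes, GC content and sequence copies were computed for the 2231 peaks on autosomes.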

We carried out this experiment to assess the number of R-loops with which these hybrid-binding proteins interact. Given the large number of hybrid-binding proteins, each can be interacting with a few or many R-loops. Here, we began by addressing one protein. The results showed that SRSF1 binds to *BAMBI*, *DPP9*, and >20% of R-loops in human B-cells. 

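SRSF1 RNA-IP sites were found in the transcript of *DPP9* and not in that of *BAMBI*, and neither gene held a peak in the DRIP list. *BAMBI*, a pseudoreceptor of TGF-beta signaling, lies on the plus strand of chromosome 10 from 28966439 to 28971861 (hg19). The 588 bp behind its synthetic hybrid, from 28966065 to 28966652 across the start of the gene, have a GC content of 76.0%. They lay 56682 bp from the nearest RNA-IP site and 15084 bp from the nearest R-loop peak. *DPP9*, which encodes a dipeptidyl peptidase, lies on the minus strand of chromosome 19 from 4674353 to 4724685. It had 20 RNA-IP sites, all in coding sequence, with folds of 2.38 to 17.1 and the highest at 4689633. The 90 bp of its 3′ UTR behind the other hybrid, from 4675397 to 4675486, read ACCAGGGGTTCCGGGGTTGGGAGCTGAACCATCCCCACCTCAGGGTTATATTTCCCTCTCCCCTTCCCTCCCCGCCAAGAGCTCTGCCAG on the sense strand, with a GC content of 62.2%. The nearest RNA-IP site was 7345 bp away and the nearest R-loop peak 68959 bp away.

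Over the whole list, 7 of 2488 R-loop peaks held an RNA-IP site, a share of 0.281% (0.113% to 0.579%). A site lay within 1000 bp of 48 peaks, or 1.93% (1.43% to 2.55%). A shared gene name was a wider measure, closer to the whole transcripts that the paper takes as targets. It joined 313 peaks to a gene with an RNA-IP site, which is 12.6% of all peaks (11.3% to 13.9%). Of the 791 peaks assigned to a gene, 6 held a site, or 0.759% (0.279% to 1.64%). The shared gene name over these peaks, a combination chosen after the values were seen, gives 39.6% (36.1% to 43.1%). The peaks that held a site were also singled out after their values were seen. *MYO1D*, a myosin gene, had the highest site among them, with an RNA-IP fold of 212 in an intron of chromosome 17 at 31149664, inside a peak of 255 bp with an R-loop fold of 10.3 and a GC content of 83.1%. *SLBP*, which encodes the stem-loop binding protein of histone mRNAs, had a site of fold 49.8 in an intron, in a peak of repeated sequence (median of 378 copies of its 31-mers). The sites in *LAP3*, an aminopeptidase gene, and *MTMR12*, a myotubularin-related gene, lay in coding sequence with folds of 40.0 and 4.35. The other peaks with a site were in *ACIN1*, at the microRNA gene *MIR663A* and in intergenic sequence of chromosome 16.

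At the level of genes, 280 of 27175 annotated genes had both an R-loop peak and an RNA-IP site, from 708 genes with a peak and 7152 with a site. In 1000 random gene lists matched on gene length the median was 216 (central 95% of lists 193 to 239), so the observed number was 1.30 times as high. Over protein-coding genes, a setting added later, it was 278 against 246 (224 to 271), or 1.13 times as high. Expression could not be matched, since the lists do not give it. Distance within genes showed no such excess. A site lay inside 5 of 751 peaks, against a median of 5 (1 to 10) when each peak was placed at random in its own gene, and within 1000 bp of 38, against 58 (47 to 71). Random placement did not keep a peak in its intron. Of the sites 98.3% were exonic, while exons held 1.66% of autosomal peaks, against 4.17% at random. The lower count therefore cannot tell whether SRSF1 binds near R-loops. Among the 10 genes that ranked highest on both folds were *SORL1*, a sorting receptor gene with an RNA-IP fold of 88.4 and an R-loop fold of 19.8, and *LRBA*, with folds of 214 and 11.9. The histone demethylase genes *KDM3B* and *KDM2A* had RNA-IP folds of 45.7 and 51.8 and R-loop folds of 24.1 and 15.2. In all 10 genes the R-loop peak was intronic and the strongest RNA-IP site was in coding sequence. Both were also common over the whole lists, with 879 autosomal peaks in introns against 37 in exons, and 77.6% of sites in coding sequence. In 9 of the 10 the peak lay in sequence with a median of 10 or more copies of its 31-mers in the genome. This held for 61.2% of all intronic peaks on autosomes. Peaks in such sequence had a higher median fold, 9.40 against 6.07 for peaks with under 2 copies, so ranking by fold favors them. The PAR-CLIP part was not analysed here. From SRSF1 binding to *BAMBI*, *DPP9* and other R-loops, the overlap with a HeLa study and its reverse immunoprecipitation, the paper reasons that its hybrid-binding proteins bind to many R-loops in human cells.

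**Figure D1:**
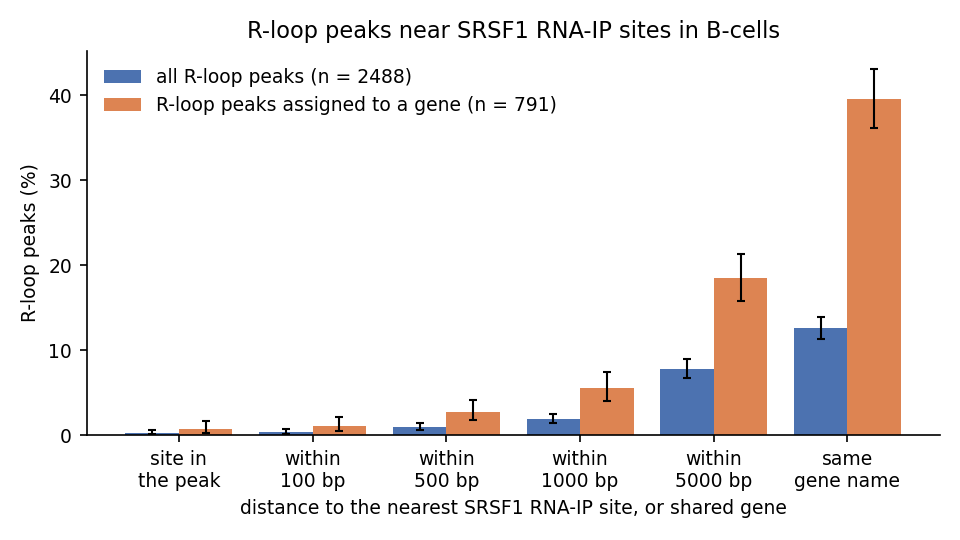
Percent of R-loop peaks (vertical axis) with an SRSF1 RNA-IP site inside the peak, within 100, 500, 1000 or 5000 bp, or with a site in the gene of the same name (horizontal axis), over all 2488 peaks (blue) and the 791 peaks assigned to a gene (orange). Bars are shares and lines are exact 95% binomial intervals; the blue bars go from 0.281% for a site in the peak to 12.6% for a shared gene name.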

Figure 2D shows an example of the colocalization of R-loops and SRSF1 binding sites in *ACIN1*. Together, these results support that the hybrid-binding proteins we identified bind to many R-loops in human cells, in addition to the *BAMBI* and *DPP9* hybrids.

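The paper names *BAMBI*, *DPP9*, *ACTB* and *ACIN1* for these assays, *ACTB* as a PCR control for S9.6 without a claim of SRSF1 binding. Of these 4 loci, 1 had both an R-loop peak and RNA-IP sites, and this was *ACIN1*. The gene encodes acinus, a protein that associates with spliced RNA, and lies on the minus strand of chromosome 14 from 23527773 to 23564823 (hg19). Its R-loop peak, from 23528583 to 23528649, is 67 bp long and lies in coding sequence of the exon from 23527773 to 23528683, which also holds the 3′ UTR. The R-loop fold was 7.38 with a −log10 q of 6.84. An RNA-IP site with a fold of 6.91 lay inside the peak at 23528624, 8 bp from its middle. This was not the strongest site of the gene. Its 30 sites had folds of 5.10 to 30.5, with the highest in coding sequence at 23532157. In the same exon, sites at 23528285, 23528077 and 23527838 had folds of 12.6, 19.6 and 11.4. The next site upstream, at 23530374, had a fold of 10.0.

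The peak sequence on the sense strand is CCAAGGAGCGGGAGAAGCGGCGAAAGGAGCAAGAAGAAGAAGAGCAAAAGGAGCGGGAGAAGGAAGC. It is 86.6% purine, with a GC content of 56.7%, and its 31-mers have a median of 1 copy in the genome. The purine-rich motifs GGAGA and GAAGAA, of the kind bound by SRSF1, occur at 3 places in it that do not overlap.

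**Figure D2:**
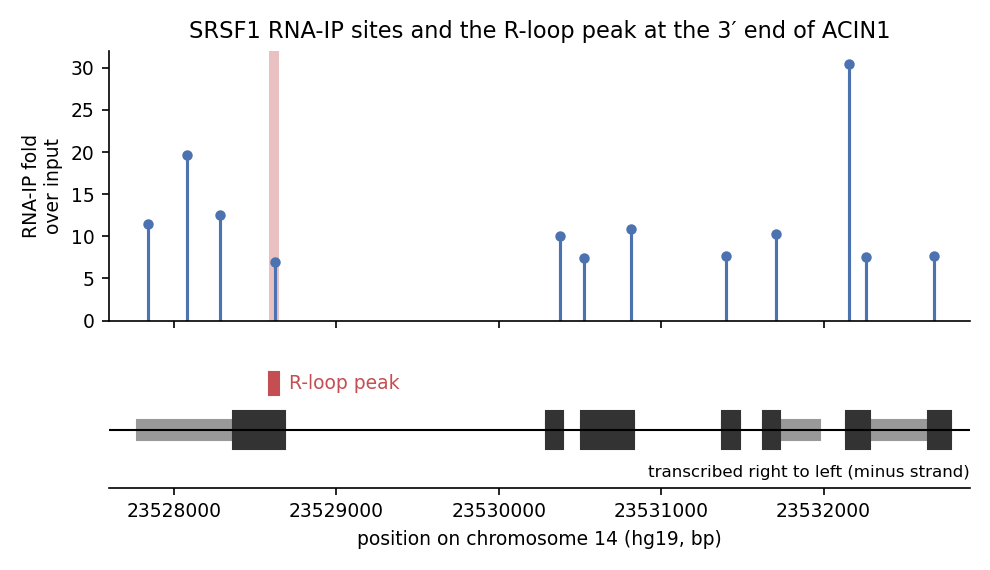
Fold over input of the SRSF1 RNA-IP sites (blue points, vertical axis, each a single site of 1 library) by position on chromosome 14 (horizontal axis, bp, hg19) at the 3′ end of *ACIN1*, with the R-loop peak in red and exons as boxes (coding sequence tall, other exon sequence low). Of the 12 sites shown, 1 lies inside the peak, with a fold of 6.91, and the highest, with a fold of 30.5, lies at 23532157.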

The hybrid-binding proteins, such as FUS, matrin 3, and ligase 3, have significant enrichment of domains that bind nucleic acids and participate in a broad spectrum of gene regulation. A search of domains found in the hybrid-binding proteins reveals that 50 have alpha-beta plait and 27 contain OB-fold. A helicase domain, such as that in AQR that resolves hybrids, is also found (Sollier et al. 2014). Examples of the functional domains that are highly enriched in the hybrid-binding proteins are listed in Table 2. Among these 803 hybrid-binding proteins, 354 have disordered protein domains, including 59 proteins with [G/S]Y[G/S] amino acid motif that is hydrophobic and confers the proteins the ability to form hydrogels (Supplemental Table S1; Casas-Finet et al. 1993; Frey et al. 2006). Disordered regions provide protein flexibility in structure and function. In the hybrid-binding proteins, these regions likely allow the proteins to scan for target structures and interact with a range of other proteins and nucleic acid targets (Oldfield and Dunker 2014). The 803 hybrid-binding proteins cover a range of functions. Table 3 shows five functional categories that are highly enriched with hybrid-binding proteins. It shows that these proteins participate in multiple RNA processing steps, including splicing, pre-mRNA processing, and unwinding of RNA. The hybrid-binding proteins include PABPC1 (Kuhn et al. 2003) and CPSF1 (Murthy and Manley 1995) that bind poly(A) sequences, which is somewhat unexpected considering the absence of polyadenine track in our hybrids. Therefore, these proteins may be recognizing structures that are shared by poly(A) RNA and the hybrids.

**Table 2.**
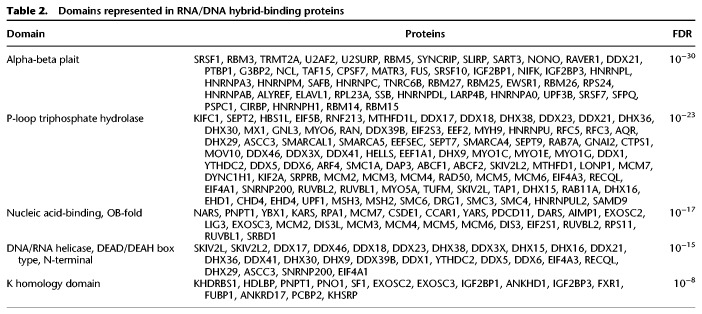
Domains represented in RNA/DNA hybrid-binding proteins

**Table 3.**
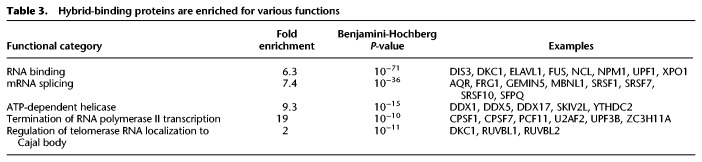
Hybrid-binding proteins are enriched for various functions

The *BAMBI* and *DPP9* hybrids pulled down several protein complexes. These include the *Drosophila* behavior/human splicing (DBHS) complex that comprises the non-POU domain containing octamer binding protein (NONO) and paraspeckle protein component 1 (PSPC1). DBHS proteins form heterodimer and oligomers with multiple domains for RNA binding (Passon et al. 2011, 2012). The resulting combinations likely provide surfaces that facilitate binding to RNA/DNA hybrids. Other protein complexes include RPA1, RNase H1 (Nguyen et al. 2017), and THRAP3/BCLAF1 (Vohhodina et al. 2017). Thus, our pull-down assays identify direct RNA-protein and indirect RNA-protein interactions mediated by protein–protein interactions.

Next, we studied the RNA/DNA hybrid-binding proteins to look for those that are repelled or attracted by hybrids relative to other nucleic acid structures. RNA/DNA hybrids are formed during transcription when nascent RNA hybridizes with their template DNA, thus disrupting the dsDNA. In a previous study, we showed that hybrid formation deters methylation-dependent gene silencing because DNA methyltransferase 1 binds less avidly to RNA/DNA hybrid than dsDNA (Grunseich et al. 2018). We assume that there are other proteins that are repelled by hybrids or attracted to them. To look for these proteins, we repeated the pull-down assays with dsDNA from the *BAMBI* and *DPP9* regions. We then compared the proteins that were pulled down by the nucleic acids of the same sequences but with different structures, that is, hybrids versus dsDNA. We found proteins like DNMT1 that bind more avidly to dsDNA than the RNA/DNA hybrids. Confirming our previous study that showed DNMT1 is repelled by hybrids, we found DNMT1 bound to both hybrids and the corresponding dsDNA, but dsDNA forms of *BAMBI* and *DPP9* pulled down more DNMT1 than their hybrids. With these results, we looked for similar binding patterns in other proteins and found 84 other candidates, such as PARP1 and UHRF1, that are repelled by hybrids (Supplemental Table S2). The ubiquitin transferase, UHRF1, interacts with and recruits DNMT1 (Sharif et al. 2007); thus, it could be repelled because it complexes with DNMT1. PARP1 can also be part of a complex with UHRF1 and DNMT1 (Sharif et al. 2007), and it regulates UHRF1's interaction with DNMT1 by addition of poly(ADP-ribose) (De Vos et al. 2014). In addition, PARP1 binds gene promoters and regulates transcription (Krishnakumar et al. 2008). Because hybrids disrupt binding of PARP1, their formation can affect PARP1 and lead to direct and indirect transcriptional consequences. Although PARP1 is mostly studied as a DNA-binding protein, a recent study showed that PARP1 binds RNA, in particular, those that are GC-rich (Melikishvili et al. 2017). Thus, it is possible that PARP1 recognizes non-B nucleic acid structures that are shared between GC-rich RNA and RNA/DNA hybrids.

In addition to proteins that are repelled by hybrids, there are proteins that are attracted by RNA/DNA hybrids. We found 364 proteins that are attracted by both *BAMBI* and *DPP9* hybrids compared to corresponding dsDNA (Supplemental Table S3). There are 14 proteins that bound to only the hybrid forms of *BAMBI* and *DPP9* but not to the corresponding dsDNA. These include several members of the nuclear exosomes such as DIS3L, EXOSC3, and EXOSC6. In addition, there are 350 proteins that favor the hybrid forms of *BAMBI* and *DPP9* compared to the corresponding dsDNA. We validated the affinity of some of these proteins to RNA/DNA hybrids versus dsDNA by biolayer interferometry. Figure 3A shows that DDX5, NONO, SUPT5H, and RNase H1 (RNASEH1) have a higher affinity for RNA/DNA hybrids than the corresponding dsDNA. These hybrid-binding proteins are significantly enriched for K homology (KH) domains and RNA/DNA helicase. Immunostaining of human cells with S9.6 antibody confirmed colocalization of the nuclear RNA/DNA hybrids with proteins that were identified to be attracted by RNA/DNA hybrid, nucleolin (NCL), and DDX18 (Fig. 3B). There are 24 RNA/DNA helicases and 12 proteins with KH domains. Because the sequences of the *BAMBI* and *DPP9* hybrids are distinct, the proteins that bind to both of them likely recognize their hybrid structures rather than sequences. Some of these hybrid-binding proteins, such as nucleolin (González et al. 2009; Haeusler et al. 2014) and FUS (Takahama et al. 2013), were found in other studies to bind G-quadruplexes, which also are in non-B DNA conformations. However, not all proteins that bind G-quadruplexes bind RNA/DNA hybrids. Most likely, proteins can distinguish between different types of non-B structures; for example, TPM4 (von Hacht et al. 2014) and BLM helicase (Li et al. 2001; Chatterjee et al. 2014) that bind G-quadruplexes did not bind to either hybrid although they are expressed in our B-cell lysates.

**Figure 3.**
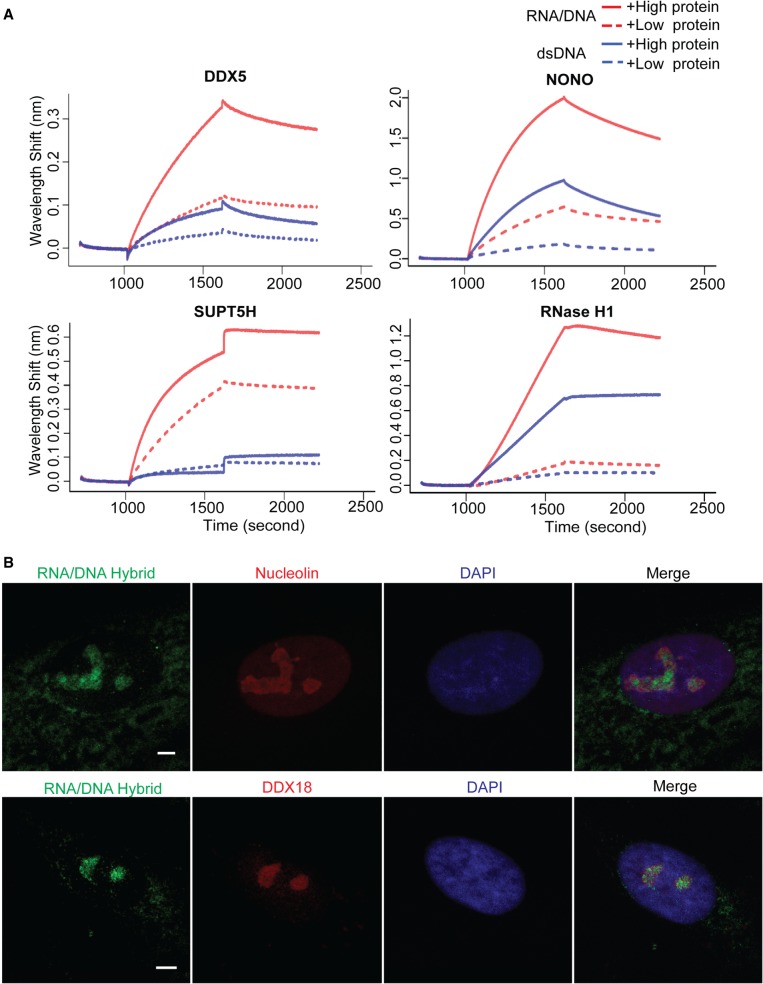
Validation of protein and hybrid interaction. (*A*) The protein and hybrid interaction is shown by biolayer interferometry. Binding of *DPP9* RNA/DNA hybrid (red lines) or dsDNA (blue lines) to high concentration (solid lines) or low concentration (dotted lines) of each protein was measured. These proteins showed more avid binding to RNA/DNA hybrid than to dsDNA. Baseline was recorded from 0 to 1000 sec, association of protein with dsDNA or RNA/DNA hybrid from 1000 to 1600 sec, followed by dissociation. (*B*) Immunofluorescence staining in primary human fibroblasts showing colocalization of nucleolin and DDX18 (red) with the R-loops stained by S9.6 RNA/DNA hybrid antibody (green). DAPI staining is in blue. (Scale bar) 1 µm.

## Discussion

In this study, we identified more than 800 proteins that bound to RNA/DNA hybrids. R-loops are three-stranded structures that comprise an RNA/DNA hybrid and a displaced ssDNA. Here, we focused on the hybrid because the ssDNA has been the focus of many studies in the DNA repair field. We used two biotinylated hybrids corresponding to R-loops in the promoter of *BAMBI* and 3′ UTR of *DPP9* to pull down proteins that were then identified by mass spectrometry. The resulting proteins include the well-characterized RNase H1 (RNASEH1) that is known to bind to hybrids, but most of the proteins were not known to interact with hybrids. We classified these hybrid-binding proteins into those (84) that are repelled by hybrids and those (364) that are attracted to hybrids relative to the underlying dsDNA. Although the hybrid-binding proteins were identified through in vitro studies, we provide evidence that they interact with R-loops in vivo.

Cellular functions rely on proteins and their interactions with each other and with nucleic acids. Although binding does not imply function, this set of hybrid-binding proteins helps to narrow down where one should focus further investigations. Such efforts are particularly useful at the beginning of studies in which preliminary results suggest many pathways could be involved and targeted analysis may miss critical pathways. Studies are elucidating the functions of R-loops, but much remains unknown. The 803 hybrid-binding proteins described in this paper suggest that proteins involved in RNA processing from splicing to unwinding RNA are involved in hybrid-mediated regulation. RNA/DNA hybrids are also key components in DNA replication as Okazaki fragments. Molecular studies of the hybrid-binding proteins identified in this study can elucidate how proteins divide their roles (or not) between transcription and DNA replication. These hybrid-binding proteins serve as a starting point for studying how proteins recognize RNA/DNA hybrids and the functional consequences of these interactions. Delineation of how these proteins interact with RNA/DNA hybrids in transcription, DNA replication, and other cellular processes will deepen our understanding of these crucial biological pathways.

## Methods

### Cell culture

Immortalized B-cells (Coriell) were cultured to a density of 5 × 10^5^ cells/mL in RPMI 1640 supplemented with 15% fetal bovine serum, 2 mM L-glutamine, and 100 units/mL penicillin-streptomycin.

### Biotinylated RNA/DNA hybrids

Ninety-mer RNA and DNA oligos corresponding to *DPP9* 3′ UTR (Chr 19: 4,675,244–4,723,855) were synthesized by Integrated DNA Technologies (Supplemental Table S4). Oligos were dissolved in Annealing Buffer (10 mM Tris at pH 8.0; 50 mM NaCl, 1 mM EDTA). To generate the RNA/DNA hybrid, 10 µM of each oligo was mixed and heated for 5 min at 95°C and cooled down gradually to room temperature.

Six hundred-mer RNA/DNA hybrid corresponding to *BAMBI* promoter (Chr 10: 28,966,424–28,971,868) was generated as previously described (Grunseich et al. 2018). dsDNA was prepared by PCR using biotinylated primers (Supplemental Table S4). The 600-nt RNA transcript was synthesized from this *BAMBI* dsDNA template using MEGAscript T7 Transcription kit (Thermo Fisher Scientific, #AM1334). The T7 promoter sequence in dsDNA was then removed by SfcI (NEB, # R0561S) digestion. The dsDNA and the transcribed ssRNA were dissolved in 10 mM Tris HCl at pH 8.0, 1 mM EDTA, 50 mM NaCl, and incubated for 5 min at 95°C and slowly cooled down to room temperature. Reannealed dsDNA was removed by HpaII digestion (NEB, #R0171S), and the RNA/DNA hybrid was purified using agarose gel electrophoresis.

To confirm the integrity of RNA/DNA hybrids, each hybrid was digested with RNase H1 (a gift from Dr. Robert Crouch at the NIH) or RNase T1 (Thermo Fisher Scientific, #EN0541) for 1 h at 37°C, extracted with phenol/chloroform, and precipitated with ethanol. The digested hybrid was analyzed by agarose gel electrophoresis and used in protein precipitation experiments.

### Hybrid-binding protein precipitation and Western blot

Cultured B-cells were lysed in lysis buffer (20 mM Tris HCl at pH 8, 137 mM NaCl, 10% glycerol, 1% NP-40, and 2 mM EDTA) supplemented with 1× Complete protease inhibitors (Roche), 1× phosphatase inhibitors II and III (Sigma), and 0.1 unit RNase inhibitor (Thermo Fisher Scientific). Cell lysates were precleared for 2 h at 4°C using streptavidin beads (Thermo Fisher Scientific, #65305). Thirty picomoles of biotinylated RNA/DNA hybrid or dsDNA were conjugated with streptavidin beads and incubated with precleared lysates containing 240 µg total protein for 2 h to overnight at 4°C. Protein-nucleotide complexes were pulled down with streptavidin beads and washed three times in 20 mM Tris at pH 7.5, 10 mM NaCl, 0.1% Tween-20. Proteins were eluted in 1× LDS sample buffer (Thermo Fisher Scientific, #NP0007) containing 1× sample reducing reagent (Thermo Fisher Scientific, #NP0004) for 5 min at 95°C.

Hybrid-binding protein was validated by Western blot using the following antibodies: anti-NONO (Novus, #NB100-1556), anti-NPM1 (Cell Signaling, #3542), anti-RECQL (Novus, #NB100-619), and anti-GAPDH (Santa Cruz, #sc-25778).

### Mass spectrometry analysis

Liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis was performed. Each eluted sample from protein precipitation was divided into five fractionated by one-dimensional SDS-PAGE. Each fraction was digested in gel, and tryptic peptides were injected onto a UPLC Symmetry trap column (180 µm i.d. × 2 cm packed with 5 µm C18 resin; Waters). A blank gel slice was digested and injected as a background control. Tryptic peptides were separated by reversed phase HPLC on a nanocapillary analytical column (75 µm i.d. × 25 cm, 1.7 µm particle size; Waters). Eluted peptides were analyzed on a Q Exactive HF mass spectrometer (Thermo Fisher Scientific).

MS/MS spectra were searched against the UniProt human database (The UniProt Consortium 2017) with the MaxQuant 1.5.2.8 program (Cox and Mann 2008) using full tryptic specificity allowing up to two missed cleavages. Search parameters include static carboxamidomethylation of Cys, variable protein N-terminal acetylation, and variable Met oxidation. For statistical analysis, we carried out a decoy database search to determine the false discovery rate (Elias and Gygi 2010). FDR for both protein and peptide identifications was set at <1%. In the input B-cell lysate, we identified 22,440 unique peptides.

To identify proteins that specifically bind to hybrids or dsDNA in the pull-down experiments, we required at least four peptides with unique sequences from a given protein to be included. Using this criterion, 1460 and 1018 proteins were pulled down by *BAMBI* and *DPP9* hybrids, respectively, and 1092 and 995 proteins were pulled down by *BAMBI* and *DPP9* dsDNA, respectively. We focused on proteins that were reproducibly pulled down by both *BAMBI* and *DPP9* in downstream analysis. To exclude the possibility that the hybrid-binding proteins are pulled down through nonspecific binding to nucleic acids, we pre-incubated B-cell extract with biotinylated ssRNA and dsDNA sharing the same sequence with *BAMBI* hybrid and depleted nonspecific proteins using streptavidin beads. We then repeated pull down and LC-MS/MS using *BAMBI* hybrid and showed that all hybrid-binding proteins were still specifically pulled down. Fold enrichment of proteins in pull down is calculated as the ratio of MS/MS counts of a detected protein from two samples. We set the threshold of fold enrichment ≥1.2 for a protein to be considered enriched.

### RNA/DNA hybrid immunoprecipitation with qPCR (DRIP-PCR) and sequencing (DRIP-seq)

DRIP was adapted from a previous report (Skourti-Stathaki et al. 2011) with modification. Cultured B-cells (5 × 10^6^) were lysed in 400 µL cell lysis buffer (50 mM PIPES at pH 8.0, 100 mM KCl, 0.5% NP-40), and nuclei were collected by centrifugation. The nuclei pellet was resuspended in 200 µL nuclear lysis buffer (25 mM Tris HCl at pH 8.0, 1% SDS, 5 mM EDTA). Genomic DNA containing R-loops was then extracted by phenol:chloroform and precipitated by ethanol. Purified material was resuspended in 200 µL IP dilution buffer (16.7 mM Tris HCl at pH 8.0, 1 mM EDTA, 0.01% SDS, 1% Triton X-100, 167 mM NaCl) and sonicated at 4°C in Bioruptor (Diagenode) at Hi setting (30 sec on/30 sec off) for 5 min, three times, to fragments with an average size of 500 bp. Three micrograms of S9.6 monoclonal antibody (a gift from Dr. Stephen H. Leppla at NIH) or nonspecific mouse IgG (Santa Cruz, #sc-2025) was used for each immunoprecipitation. Input and precipitates were analyzed by quantitative PCR using specific primers (Supplemental Table S4).

DRIP-seq libraries were prepared from DRIP DNA and corresponding input DNA using Ovation Ultralow System (NuGen) and sequenced on an Illumina HiSeq 2500 platform. An average of 40 million 100-nt reads per sample was generated. Sequencing reads were preprocessed to remove adapter sequences from the end of reads using the program fastx_clipper from FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). Low-quality sequences at the ends of reads represented by stretches of “#” in the quality score string in FASTQ file were also removed. Reads shorter than 35 nt after trimming were excluded from analysis. Sequencing reads were aligned to human reference (hg19) using GSNAP (version 2013-10-28) (Wu and Nacu 2010) using the following parameters: mismatches % [(read length + 2)/12-2]; mapping score R 20; soft-clipping on (-trim-mismatch-score = -3). Reads with identical sequences were compressed into one unique sequence. R-loop peaks were identified using MACS2 (Zhang et al. 2008) and required to have ≥twofold enrichment in DRIP over input. 

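R-loop peaks were spread over introns and intergenic sequence, with few at the ends of genes. The list assigned 791 peaks to 718 genes and marked 1697, or 68.2% (66.3% to 70.0%), as intergenic. Peaks in genes and intergenic peaks had median folds of 8.13 and 7.85. Most genes with a peak had a single one, 657 against 51 genes with 2 or more. The strongest peak in a gene, with a fold of 39.6, was in *SENP5*, which encodes a SUMO protease, on chromosome 3 from 196625613 to 196625779. Peaks in the extracellular matrix genes *COL24A1* and *NID2* had folds of 31.2 and 30.9, and a peak in *MAN1A1*, a Golgi mannosidase gene, had a fold of 29.4. *DLG2*, a synaptic scaffold gene, had a peak of fold 27.3. These belong to the 10 genes with the highest R-loop folds, in all of which the peak was intronic. In 7 of those 10, *COL24A1* and *NID2* among them, the 31-mers of the peak had a median of 10 or more copies in the genome. Over all autosomal peaks the share was 56.6%, and such peaks had a median fold of 9.40, against 6.07 for those with under 2 copies.

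Positions were taken from GENCODE genes with a RefSeq accession, so intergenic sequence here includes any other GENCODE gene. Of the 2231 autosomal peaks, 36, or 1.61% (1.13% to 2.23%), lay within 1000 bp of a gene start. Peaks placed at random on the autosomes gave 1.84% (1.26% to 2.33% in 200 placements). Within 1000 bp of a gene end the share was 1.34% (0.909% to 1.91%), against 1.70% (1.16% to 2.24%) at random. Exons held 1.66% of the peaks (1.17% to 2.28%), below the 4.17% at random (3.41% to 5.07%). Introns held 39.4% (37.4% to 41.5%), against 47.9% (46.1% to 50.1%), and intergenic sequence 56.0% (53.9% to 58.1%), against 44.4% (42.3% to 46.5%). The median GC content of peaks near gene starts was 47.0% (38.5% to 49.3%, 36 peaks).

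**Figure D3:**
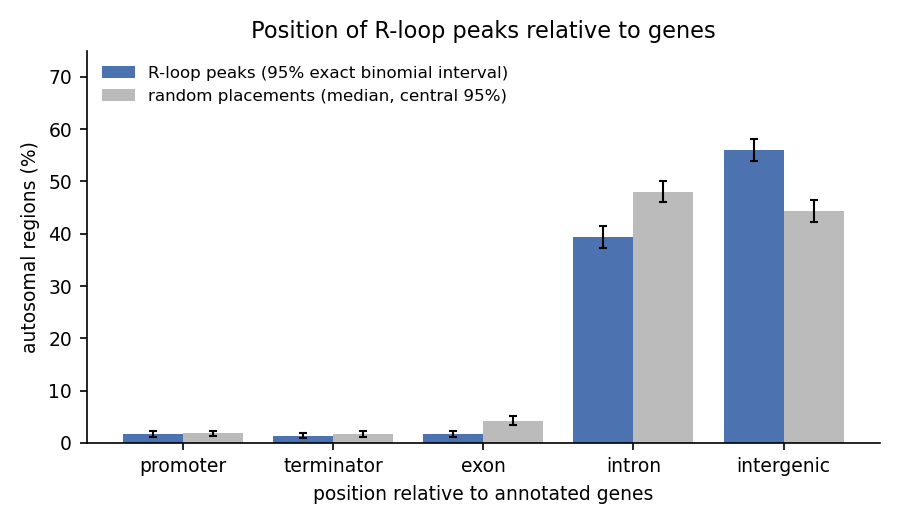
Percent of the 2231 autosomal R-loop peaks (blue, exact 95% binomial interval) and of randomly placed regions of the same lengths (gray, median with the central 95% of 200 placements) in each class of position (horizontal axis). The share in exons is 1.66% against 4.17% at random, and the intergenic share 56.0% against 44.4%.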

We identified 2636 R-loop peaks, among which 1438 peaks reside in 743 genes.

### SRSF1 PAR-CLIP

PAR-CLIP was performed as previously described with minor modifications (Hafner et al. 2010). Cultured human B-cells were treated with 1 mM 4-thiouridine (Sigma-Aldrich) and UV crosslinked at 312 nm for 5 min. The cells were collected, washed in 1×PBS, and fractionated into cytoplasmic and nuclear fractions. The lysate was treated with 1 unit/µL of RNase T1 for 15 min at 22°C. SRSF1 was immunoprecipitated with the anti-SRSF1 antibody (ABCAM, #ab38107). The beads with precipitates were washed three times with NP-40 lysis buffer and subsequently treated with 10 units/µL of RNase T1 for 15 min at 22°C. The beads were washed again three times in NP-40 lysis buffer and dephosphorylated with 0.5 unit/mL CIP alkaline phosphatase. The immunoprecipitated material was treated with 0.5 µCi γ-^32^P-ATP and 1 unit/µL of T4 PNK kinase for 30 min at 37°C. Beads were washed five times with PNK wash buffer (50 mM Tris HCl at pH 7.5, 50 mM NaCl, 10 mM MgCl_2_) and resuspended in 100 µL 2× sample buffer and separated on a 4%–12% SDS-PAGE and transferred to a nitrocellulose membrane. The SRSF1 ribonucleoprotein complex was visualized by autoradiography, and the band corresponding to SRSF1 was isolated. RNA was extracted by Proteinase K digestion, purified by phenol-chloroform extraction, and precipitated with three volumes of ethanol. The purified RNA from each cellular fraction was ligated with a unique 3′ adapter with Rnl2(1–249) K227Q ligase (NEB) overnight at 4°C. The RNA was loaded onto a 15% Urea-PAGE, and the ligated RNA cut out and extracted from the gel with 400 µL 0.3M NaCl for 45 min at 60°C with vigorous shaking. The gel pieces were filtered away and RNA in the flow-through precipitated with three volumes of ethanol. The RNA pellet was dissolved in water and ligated with 5′ adapter using Rnl1 ligase (NEB) for 1 h at 37°C. The RNA was loaded onto a 12% Urea-PAGE, and the ligated RNA cut out and extracted from the gel with 400 µL 0.3 M NaCl for 45 min at 60°C with vigorous shaking. The gel pieces were filtered out and RNA in the flow-through precipitated with three volumes of ethanol. The RNA was reverse transcribed using SuperScript III reverse transcriptase (Thermo Fisher Scientific) with 3′ RT primer for 2 h at 50°C, according to the manufacturer's instructions. Next, the generated cDNA was PCR amplified using Taq DNA polymerase (Thermo Fisher Scientific). The primers used for PAR-CLIP are listed in Supplemental Table S4. The PCR band corresponding to the correct size of amplification (143–153 bp) was purified using a 3% PippinPrep gel according to the manufacturer's instructions and quantified. PAR-CLIP cDNA libraries were sequenced on an Illumina HiSeq 3000 instrument. Clusters of overlapping reads uniquely mapped to the human genome hg19 were generated using the PARalyzer software (Corcoran et al. 2011), allowing for one mismatch and otherwise default settings. Clusters were annotated against the following GENCODE gtf file: GENCODE.v19.chr_patch_hapl_scaff.annotation.gtf (http://www.gencodegenes.org) (Harrow et al. 2012). The hg19 assembly was used. The main differences between hg19 and the more current GRCh38 is that GRCh38 contains more alternatively spliced sequences, centromeric regions, and the mitochondria genome. Because these sequences were not the focus of our study, the use of hg19 is unlikely to have affected our conclusions.

### Reverse protein-RNA immunoprecipitation and sequencing

Reverse immunoprecipitation was carried out using Magna RNA-Binding Protein Immunoprecipitation Kit (Millipore) following the manufacturer's protocol. Briefly, for each immunoprecipitation reaction, 2 × 10^7^ cultured human B-cells or primary skin fibroblasts were harvested and lysed in 100 µL lysis Buffer with protease and RNase inhibitors. Five micrograms of anti-SRSF1 antibody (ABCAM, #ab38107), anti-FUS antibody (Novus, #NB100-561), and anti-DDX1 (ABCAM, #ab70252), negative control IgG (Millipore, #12-371 for mouse IgG; #12-370 for rabbit IgG) were conjugated to Magnetic Protein A/G beads. One hundred microliters of cell lysate was added into 900 µL Immunoprecipitation Buffer with RNase inhibitor and incubated with 50 µL beads-antibody complex overnight at 4°C. Bead-bound immunoprecipitates were then washed six times using cold Wash Buffer with RNase inhibitor and incubated with protease K in the presence of 1% SDS for 30 min at 55°C. RNA and DNA were then extracted from supernatants using phenol:chloroform:isoamyl alcohol and precipitated using ethanol. Precipitated RNA was digested by DNase I (DNA-free kit, Ambion). cDNA was synthesized using random hexamer primer by TaqMan Reverse Transcription Reagent kit (Applied Biosystems). Quantitative PCR was carried out to quantify cDNA and DNA with primers annealing to *BAMBI* and *DPP9* hybrids using Power SYBR Green PCR Master Mix (Thermo Fisher Scientific, #4367659). Primer sequences are listed in Supplemental Table S4. RNA from anti-SRSF1 immunoprecipitate and input RNA were prepared into RNA-seq libraries using Illumina TruSeq Stranded Total RNA Library Prep kit (Illumina, #20020596) and sequenced on HiSeq 2500. Sequencing reads were preprocessed and aligned as described above. Enrichment of transcripts in the immunoprecipitate was analyzed using the program described by Antanaviciute et al. (2017). 

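Transcripts of B-cell genes were widely present in the anti-SRSF1 immunoprecipitate, and markers of other cell types were mostly absent from the list. Of 26 B-cell genes, 24 had an RNA-IP site. The highest fold of a gene is that of its strongest site. Among them, *BLK*, a B-cell tyrosine kinase gene, had a highest fold of 145 and *CIITA*, the activator of MHC class II genes, 128. These are the top of the list, whose median of highest folds was 16.5 (95% interval 8.37 to 42.1). Among 10000 random lists of genes with like numbers of sites, this median stood at percentile 0.07. By the median fold of each gene the list had 8.31 at percentile 2.06. Random lists were not matched on expression, which the file does not give, so a low percentile does not show weaker binding. *EBF1*, a B-cell transcription factor gene, had a highest RNA-IP fold of 17.9 and an intronic R-loop peak of fold 10.6 in sequence whose 31-mers have a median of 68 copies in the genome. Of 16 genes activated in B-cells transformed by Epstein-Barr virus, 15 had a site, with highest folds of 150 for *NFKB2* and 44.1 for *NFKBIA*, both of the NF-kappa-B pathway, and a list median of 11.3 at percentile 0.21, or 6.06 at percentile 0.79 by the median fold of each gene. None of 10 myeloid genes, 2 of 13 T-cell genes (*LCK*, fold 38.1, and *TCF7*, fold 28.2) and 3 of 16 fibroblast genes had a site. Of the T-cell genes, 1 has no RefSeq accession in the table used for names and could not be found. The fibroblast genes with a site were the matrix genes *FBN1*, *SPARC* and *COL5A1*, with highest folds of 32.1, 23.4 and 11.1.

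The highest folds of single sites were in *HTT*, the huntingtin gene, at 637, in *RNPEPL1*, an aminopeptidase-like gene, at 530, and in *ANTKMT*, a lysine methyltransferase gene, at 454. The site of *HTT* lay in coding sequence on chromosome 4 at 3149881, and the gene had 98 sites. *CARS2*, the mitochondrial cysteinyl-tRNA synthetase gene, followed at 398. These are the strongest sites of each gene. The median fold over all sites was 60.9 for *HTT*, 106 for *RNPEPL1* and 152 for *ANTKMT*, in the opposite order. *SRSF1* itself had 5 sites with a highest fold of 6.01 and no R-loop peak.

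The genes of splicing factors had sites too. Of 14 SR protein genes, 13 had a site, and the median of their highest folds was 10.8 (95% interval 5.32 to 16.1). Its percentile among random lists was 4.74, or by the median fold of each gene 4.35 at 0.13. *SRSF7* was highest with a fold of 22.4. All 24 hnRNP genes had a site, with a median of 8.12 (4.73 to 17.7) below that of every random list. So was the 4.45 by the median fold of each gene, although *HNRNPDL* reached 125. The random lists were matched on sites per gene and not on expression, so this low standing does not show weaker binding. Of 15 genes whose splicing SRSF1 is known to control, 9 had a site, with a median of 12.6 (3.88 to 49.8) at percentile 5.53, or 6.66 at percentile 7.11 by the median fold of each gene. The tumor suppressor gene *BIN1* had a highest fold of 87.8. *SLC39A14*, a zinc transporter gene, had a highest RNA-IP fold of 49.8 and an intronic R-loop peak of fold 7.49 in repeated sequence (median of 199 copies). *GOLM2* had 1 site of fold 3.43 and a peak of fold 7.66 just upstream of the gene. None of the SR protein or hnRNP genes had an R-loop peak. Only 708 of 27175 annotated genes had a peak, with a median length of 122968 bp. The SR protein and hnRNP genes had median lengths of 19347 and 18292.5 bp, so the absence of peaks says little about them.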

Transcripts with fold enrichment >2 by anti-SRSF1 antibody are considered SRSF1-binding targets.

### Biolayer interferometry

Analysis of dsDNA or RNA/DNA hybrid binding to candidate proteins was carried out using the Octet RED96 system (ForteBio) with sensor detection of the change in wavelength (nm shift). Purified candidate proteins DDX5 (Abnova, #TP300371), NONO (Abnova, #TP326567), SUPT5H (Abnova, #TP326321), and human RNase H1 (RNASEH1; a gift from Dr. Robert Crouch at the NIH) were evaluated. Biotinylated dsDNA or RNA/DNA hybrid at concentrations of 5 nM was immobilized onto a Streptavidin-SA biosensor. The biotinylated *DPP9* dsDNA 90-mer was generated as described above. dsDNA and RNA/DNA hybrid were loaded onto the sensors until saturation. The nucleotide-labeled sensors were then washed with buffer, followed by addition of DDX5 at concentrations of 2 and 8 µg/mL, NONO at concentrations of 1 and 4 µg/mL, SUPT5H at concentrations of 2 and 8 µg/mL, and RNase H1 (RNASEH1) at 3.8 and 19 nM. All reactions were tested in TBS buffer (10 mM Tris at pH 7.4, 68 mM NaCl, 0.02% Tween-20). A reference sample of buffer and protein alone did not show any signal drift. Association and dissociation were monitored for 10 min each. All experiments were conducted in the Octet instrument with agitation at 1000 rpm.

### Immunofluorescence

Fibroblasts were fixed with 4% paraformaldehyde for 15 min at room temperature, then washed three times with phosphate-buffered saline (PBS). Slides were then placed in blocking solution (5% normal goat serum, 0.3% Triton X-100 in PBS) for 1 h at room temperature. Primary antibody staining was done overnight at 4°C in PBS with 1% bovine serum albumin and 0.3% Triton X-100 using 1:500 S9.6 antibody, 1:500 DDX18 antibody (ABCAM, #ab128197), or 1:500 nucleolin antibody (ABCAM, #ab22758). Slides were then washed three times with PBS for 5 min each, incubated with 1:500 secondary antibody (Invitrogen, #A-31572 for anti-rabbit and #A-11001 for anti-mouse) for 2 h at room temperature in the dark, and then washed three times with PBS for 5 min each before DAPI nuclear staining. Imaging was performed with a Leica DMI 6000CS laser confocal microscope with a Leica HCX PL APO 63× oil objective.

#### Intrinsically disordered region

IUPred (Dosztányi et al. 2005) was used to predict disordered regions in the protein. The 354 proteins that we included as containing disordered regions are those with at least 30% of the proteins with IUPred score >0.4 (Hentze et al. 2018). In “long” (global) disorder mode, a sequential neighborhood of 100 residues is considered in calculating the score, whereas in “short” (local) disorder mode, a sequential neighborhood of 25 residues is considered.

## Data access

The PAR-CLIP, RNA-IP-seq, and DRIP-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE117671. The mass spectrometry data from this study have been submitted to the PeptideAtlas database (http://www.peptideatlas.org/) with the identifier PASS01169.

## Supplementary Material

Supplemental Material

# Supplementary material for: Human proteins that interact with RNA/DNA hybrids
**Source:** Genome Res. 2018 Sep;28(9):1405–14. doi: 10.1101/gr.237362.118
**Supplement:** Supplemental Material

Human proteins that interact with RNA/DNA hybrids — Supplemental Material 

# Human proteins that interact with RNA/DNA hybrids

## Supplemental Material

- Supplemental\_Table\_S1.xlsx
- Supplemental\_Table\_S2.xlsx
- Supplemental\_Table\_S3.xlsx
- Supplemental\_Table\_S4.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

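Immortalized B-cells were assayed by RNA-IP with an anti-SRSF1 antibody and by DRIP with the S9.6 antibody, each with 1 library and 1 input and no replicates. The labels of the DRIP input name cultured B-cells as its source and another cell in its title, and it was taken as the input of the B-cell DRIP library. Both deposited lists were made by the authors against these inputs. In the RNA-IP list each site has a fold over input, which the authors computed at a position of a transcript, and the authors' p-value, for which no statement on adjustment is given in the sources used here. In the R-loop list each peak has the MACS2 fold over input and the −log10 of its p and q that the authors deposited. The submitters' processing notes name bcl2fastq 2.17.1 and MACS2 without a version. Folds and p-values were used only to describe, rank and filter sites or peaks within their own list.

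The genome was GRCh37, whose main chromosomes are those of hg19, with GENCODE gene models mapped to it. All 85601 coordinates of both lists lay within their chromosomes. Of the 79620 RNA-IP sites whose gene is in the annotation, 99.8% lay inside that gene and 99.6% of these were on its strand. Transcript accessions were turned into gene symbols with a RefSeq table of GRCh38, used for names and not for positions. It matched 7499 of the 7681 RNA-IP accessions and 702 of the 723 of the R-loop list. Only GENCODE genes with an accession in this table were kept, with the longest record of each symbol, which left 27175 genes. Intergenic sequence in this annotation therefore includes GENCODE genes without an accession. The summit column of the R-loop list was not used, since 2483 summits lay outside their own peak.

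A peak counted as bound when a site with fold above 2 lay inside it on either strand. The genes of both lists were compared with 1000 random lists matched on gene length in 20 bins, and peaks were placed at random 1000 times within their own gene. Positions relative to genes were taken in the order promoter, terminator, exon, intron and intergenic, with 1000 bp windows and 200 random placements. The copy number of a peak was the median number of places in the genome that hold its 31-mers, on both strands, with 3 random placements for comparison. Promoter, GC and copy analyses used autosomes, and gene tables used annotated genes of chromosomes 1 to 22 and X without XIST and TSIX. Shares have exact (Clopper-Pearson) 95% intervals. No p-value across genes or peaks was computed, because genes and peaks of 1 library are not replicates. The lists hold only what the authors called, so a gene without a site or peak has no lower limit, and the files give no depth that would show how firm a missing call is.

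The main comparisons, a first set of alternatives, 18 gene lists and the rule for named genes were fixed before the data were examined, and the closing section names the tests and alternatives that were added later. The rule took the genes that the paper names for these assays, the 10 genes highest in R-loop fold, the 10 highest in RNA-IP fold, the 10 with the best sum of both ranks, and up to 4 members of each list. The 18 lists are the loci named by the paper, SR proteins, hnRNPs, SRSF1 splicing targets, nuclear long noncoding RNAs, small nuclear and scaffold RNAs, histones, B-cell genes, genes activated by Epstein-Barr virus, immediate early genes, loci known to be positive in DRIP, R-loop regulators, immunoglobulin switch genes, ribosomal proteins, mitochondrial genes, and fibroblast, T-cell and myeloid genes. The genes of the 803 proteins in Table S1 were added to these. A list's median of highest folds was set against 10000 random lists matched on the number of sites per gene, since the file gives no expression level. The alternatives were other folds, windows, denominators, matching and summaries of a gene's sites.

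The steps were tested on simulated regions, lists and sequences, and 10 of 10 checks passed. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9. The PAR-CLIP sample was left out because its labels and the paper name different cells. The pull-down, mass spectrometry and Western blot results were not analysed here. Some genes taken by the rule for named genes are not reported here.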

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

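The tests of copy number over the whole genome, of GC content and of the summit column were chosen after the result was seen, while those of exact 100-nt copies and of gene length were set before theirs. The distance test within genes was added to the plan after the lists had been seen, with its expected outcomes written before its own result.

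Over the autosomes, 56.6% of the R-loop peaks (1262 of 2231, interval 54.5% to 58.6%) lay in sequence whose 31-mers had a median of 10 or more copies in the genome, against 8.05% at random positions, a ratio of 7.02. The paper does not report on repeats. GC-rich gene ends are argued against for the repeated peaks, which had a median GC content of 38.4% (38.0% to 38.8%). Random placements gave 40.0% (39.5% to 40.7%), and all autosomal peaks had 38.9% (38.7% to 39.4%). Peaks of unique sequence had 41.4% (40.5% to 42.2%), above the random placements, so GC-rich gene ends are not argued against for them. Exact copies of whole 100-nt reads are argued against as the full cause, since 13.6% of the repeated peaks (11.8% to 15.6%) had more than 50% of their 100-mers at 2 or more places and 47.9% had none. Reads of near-identical copies and reads trimmed towards 35 nt stay open, because the ratio is the pattern itself, so reads shared between copies and R-loops formed at repeats cannot be told apart, and no biological explanation was tested. The authors' alignment set a mapping score of 20, and how many reads with near copies this removed is not shown by the lists.

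An R-loop peak and an RNA-IP site were present together in 280 genes, which the paper does not list. Gene length alone does not account for the overlap, since 280 lies above the 193 to 239 of lists matched on length, although genes with a peak were long (median 122968 bp against 20370 bp for all genes compared). RNA-IP sites showed no excess close to R-loops. A site lay within 1000 bp of 38 peaks, below the 47 to 71 of random placement in the same gene. It lay inside 5, as many as the random median (1 to 10). These counts cannot rule out nearby binding as the cause. The paper describes crosslinking and RNase treatment for its PAR-CLIP and not for its RNA-IP. An RNA-IP site may therefore not mark the place on the transcript where SRSF1 was bound. Of the RNA-IP sites 98.3% were exonic, while introns held 39.4% of autosomal peaks and exons 1.66%. Random placement did not keep a peak in its intron. The level of transcription could bring both assays to the same genes, but the lists give no expression level, so this stays open. Over protein-coding genes the ratio to random lists was 1.13 in place of 1.30.

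The summit position fell outside its own peak for 2483 of 2488 peaks. Neighboring peaks on a chromosome had offsets between summit and start within 750 bp of each other in 93.7% of cases (92.6% to 94.6%), with a median offset of 283514 bp in size. A summit column out of order would give unlike offsets, so 93.7% argues against it. A candidate explanation that the value goes with is that summits and ends are in different coordinates, for example of different genome builds, and 25.3% of summits against 96.4% of peaks lay in the gene named. No biological explanation was tested.

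In *MYO1D* an RNA-IP site of fold 212 lay inside an R-loop peak, a pair the paper does not discuss. The highest RNA-IP fold of all, 637, was in *HTT*, which also had an intronic R-loop peak of fold 4.55. An RNA-IP site lay in the own transcript of 88.5% of the 803 hybrid-binding proteins of Table S1, a count that the paper does not make, beside 7014 of 19306 annotated protein-coding genes. The share is 91.6% of the 776 with a RefSeq accession. These proteins were found in B-cell extract, so their genes are expressed by selection, and lists matched on expression were not run.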

How the results depend on the processing

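The windows of 5000 bp, the assignment by annotated genes, the shares over genes, gene peaks by name and unique sequence, the protein-coding lists and the placement within genes were added after the lists had been seen, the placement before its own result. Of 59 alternative values for the leading results, 36 stayed within 1.5 times (counts) or within the first value's own 95% interval or random range (shares, ratios and list medians), 21 moved and 2 reversed. The number of peaks, of genes and of bound transcripts stayed within 1.5 times under stricter folds, p-values and merging, and so did the genes with both. The share of peaks with a site, 0.281%, became 0.965% within 500 bp, 1.93% within 1000 bp, 7.80% within 5000 bp, 0.759% over gene peaks, 0.887% over peaks of unique sequence, 12.6% by gene name, 17.2% by name over unique sequence, 39.6% by name over gene peaks and 39.3% over genes, 13 settings in all with the 4 that left it the same. The ratio to random lists, 1.30, was 1.51 without matching and 1.13 over protein-coding genes. It reversed to 0.541 (500 bp) and 0.655 (1000 bp) for peaks placed in their own gene, where distance and not gene identity is measured; a site inside the peak gave 5 against 5. Windows of 500 and 2000 bp took the promoter share from 1.61% to 0.941% and 3.68% and the terminator share to 0.583% and 2.64%, by their own width, while exon, intron and intergenic shares stayed the same. With the median fold of a gene in place of its highest, list medians fell to 4.35 for SR proteins, 4.45 for hnRNPs, 8.31 for B-cell genes, 6.06 for genes activated by Epstein-Barr virus, 8.18 for ribosomal proteins and 8.69 for Table S1. They also fell, within wide intervals, to 4.40 for nuclear long noncoding RNAs, 7.35 for R-loop regulators, 6.66 for SRSF1 targets and 11.2 for immediate early genes. The percentile among random lists changed with it, from 36.8 to 81.3 for immediate early genes, 10.2 to 0.77 for nuclear long noncoding RNAs, 4.74 to 0.13 for SR proteins, 2.12 to 4.03 for R-loop regulators, 0.07 to 2.06 for B-cell genes, 0.21 to 0.79 for genes activated by Epstein-Barr virus, 5.53 to 7.11 for SRSF1 targets and 45.1 to 30.6 for ribosomal proteins. The 79 single genes with over 1 site have no interval, and any change counted as moved. Settings that need a coverage column, a fold under 2 or sites wider than 1 bp were not run. Depth limits what missing calls mean, and the depth of the RNA-IP libraries is unknown. No paired analysis was possible because each assay has 1 library and its input.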

Differences from the paper's values

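Of the comparisons here, the assignment by annotated genes, the shares by gene name over gene peaks, genes and unique sequence, within 5000 bp and over unique sequence were chosen after the result was seen.

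The deposited list assigned 791 peaks to genes, where the paper reports 1438. None of the alternatives set before the data were examined closes this gap, since peaks of fold 3 or more gave 791, peaks of fold 5 or more 747 and merged peaks 777. Assignment by overlap with GENCODE genes that have a RefSeq accession, chosen after seeing the values, gave 982 peaks and 945 genes. The 982 peaks are within 1.5 times of the paper's 1438 and leave out 27 of the 791 peaks that the list assigns to genes. Overlap with other GENCODE genes was not counted. The paper's total of 2636 peaks and 743 genes stand beside 2488 and 718 here.

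The paper reports that SRSF1 binds more than 20% of R-loops, after identifying bound transcripts by PAR-CLIP and RNA-IP. Here 0.281% of the peaks held an RNA-IP site, which is an unlike and stricter measure from RNA-IP alone. It asks for a single position inside a peak, where the paper takes transcripts with fold above 2 as targets. How the paper counted overlap is not stated in it. The 8 alternatives set before the data were examined gave 0.241% to 12.6%, all below the paper's value by more than 1.5 times. Of the 5 settings chosen after seeing the values, a shared gene name gave 39.6% over peaks assigned to a gene, 39.3% over genes with a peak and 17.2% over peaks of unique sequence, which are within 1.5 times of the paper's bound or above it. The other 2 gave 7.80% and 0.887%. Of the loci the paper names as bound, every setting leaves out *BAMBI* and *DPP9*, which have no peak, and keeps *ACIN1*.

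The paper states, after PAR-CLIP and RNA-IP, that SRSF1 binds to *BAMBI* and *DPP9*. Here *BAMBI* had 0 RNA-IP sites with fold above 2 and *DPP9* had 20. PAR-CLIP was not analysed and the depth of the RNA-IP libraries is unknown, so the missing sites do not show that *BAMBI* is unbound. The paper places R-loops in the *BAMBI* promoter and the *DPP9* 3′ UTR and uses the *ACTB* 3′ UTR as its positive control for S9.6. Its evidence for them is of another kind than this peak list. It cites an earlier S9.6 DRIP-seq study for *BAMBI* and *DPP9*, and it tested *DPP9* and *ACTB* by S9.6 precipitation with PCR. None of these genes had a peak in the deposited list, and the nearest peaks to both hybrids were 15084 and 68959 bp away. *ACTB* had 10 RNA-IP sites with a highest fold of 13.3. The colocalization that the paper shows in *ACIN1* was present, with 1 peak that holds an RNA-IP site. The GC contents of the hybrids, 76.0% and 62.2%, match the paper's.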

Other observations

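The comparison of base composition on the sense strand was chosen after the peaks were seen, and the motif test was set before its result was seen.

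Genes that cells switch on within minutes of a stimulus and genes of the R-loop machinery were also found in the anti-SRSF1 immunoprecipitate. Of 22 immediate early genes, 14 had an RNA-IP site, with a median of highest folds of 16.9 (95% interval 10.9 to 41.8) at percentile 36.8 of random lists, or 11.2 at percentile 81.3 by the median fold of each gene. *DUSP2*, a phosphatase gene, reached a fold of 249 and *MYC* 79.0. Of 20 R-loop regulators, 14 had a site, with a median of 14.6 at percentile 2.12, or 7.35 at percentile 4.03 by the median fold of each gene. The helicase genes *DDX23* and *DHX9* had highest folds of 74.1 and 56.7 and *RNASEH1*, which encodes the nuclease that removes RNA from hybrids, 38.4. Of 74 ribosomal protein genes, 59 had a site, with a median of 16.1 (10.5 to 22.9) at percentile 45.1, or 8.18 at percentile 30.6 by the median fold of each gene, and 1, *RPS19*, had an intronic R-loop peak of fold 7.07, in sequence with a median of 192 copies. Many of these genes have pseudogenes that can share reads. The genes of the Table S1 proteins had a median of 20.5 (18.6 to 22.0), below every random list with like numbers of sites. Of the 776 in the annotation, 23 had an R-loop peak, against 21 (13 to 30) in lists matched on length. Neither kind of list was matched on expression. *PRKDC*, the gene of the DNA-dependent protein kinase, had a highest RNA-IP fold of 83.2 and an intronic R-loop peak of fold 10.6.

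Histone genes, whose mRNAs lack introns for the most part, had the lowest list median. Of 52, 35 had a site, with a median of highest folds of 3.40 (3.01 to 4.63), below every random list, though near-identical copies of these genes share reads. Of 13 nuclear long noncoding RNAs, 6 had a site, with a median of 12.5 at percentile 10.2, or 4.40 at percentile 0.77 by the median fold of each gene, and *SNHG8* was highest at 61.2. Of 16 small nuclear and scaffold RNAs, 3 had a site, *SCARNA2*, *TERC* and *RNU11*, with highest folds of 20.9, 7.84 and 2.91. RNA-IP sites were joined to genes by RefSeq accession. No member of the mitochondrial and immunoglobulin switch gene lists has an accession in the table used for names, so these lists have no result, and 4 of the 52 histone genes have none either. Of 9 loci known to be positive in DRIP, 5 had a site and 0 had an R-loop peak, *TRIM33*, *TFPT* and *CALM3* with highest RNA-IP folds of 10.2, 8.23 and 6.62 among them.

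The paper cites findings that G-rich RNA on C-rich DNA tends to form hybrids and that R-loops are abundant at promoters and terminators. Over 720 autosomal peaks in genes, the median GC skew of the sense strand was 0.0313, within the 0 to 0.0406 of random positions in the same genes. Purines made up 45.3% of the sense strand, below the 47.8% to 49.8% of random positions. A GC content of 60% or more was found in 49 peaks, or 2.20%, against 4.71% at random. Peaks of unique sequence had a median GC content of 41.4% (40.5% to 42.2%) and a median fold of 6.07, and repeated peaks 38.4% (38.0% to 38.8%) and 9.40. The median GC content of random placements, 40.0% (39.5% to 40.7%), lay between them.

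A hypothesis is that RNA-IP sites mark the purine-rich motifs of SRSF1. Of 5000 exonic sites drawn from 75998 on autosomes, 26.6% (25.4% to 27.8%) had GGAGA or GAAGAA on the transcript strand within 50 nt, above the 20.8% (19.8% to 21.9%) of random exonic positions in the same genes. The reverse complements were present at 19.3% of sites (18.3% to 20.5%), against 18.5% (17.7% to 19.6%) at random. The sites may thus lie near such motifs more often than random exonic positions, but most sites had none within that distance. The random positions were drawn over whole exons, UTRs included, while 77.6% of the sites in annotated genes lay in coding sequence. The test therefore does not tell direct binding from differences between coding sequence and UTRs or from other features of exons.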
